A study of Sus scrofa with 48 samples. Its data were reported in "Molecular alterations induced by a high-fat high-fiber diet in porcine adipose tissues: variations according to the anatomical fat location" (2016).

How the data were processed

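Transcript levels were measured in subcutaneous adipose tissue (SCAT) of 48 growing pigs of a 2 x 2 design. Pigs came from lines selected for low or high residual feed intake (RFI, the gap between the feed a pig eats and the feed predicted from its growth, so that a low value means a more efficient animal). Their feed was rich either in fat and fiber (HF diet) or in starch with little fat (LF diet). Each of the 4 groups held 12 pigs with 1 array per pig, and the sample titles gave the group and the replicate number of each array. Per the labels, the animals were 132 days old.

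Each RNA sample had been labelled with 1 dye (Cy3) and hybridized by the authors to a custom porcine array with 8 arrays per slide, which were scanned and quantified with Agilent Feature Extraction 10.7.3.1. The deposited scanner files give each spot's intensity on a linear scale. The processed signal used here is the spot's brightness after the background subtraction of that software. The authors also deposited a table of log2 values for 38987 probes. It was checked against the scanner files and held the log2 of each spot's median brightness minus the median of the array over the same probes, with no background subtraction. All 48 columns matched within a tolerance of 1e-08, with a largest difference of 4.87e-09. All 38987 probes of that table were among those kept here, and 33933 of them were well above background on all 48 arrays.

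The array carried 60306 non-control spots for 60305 distinct probes, and its 1319 control spots were left out. Spots flagged as non-uniform or as population outliers were set to missing, which left out 227 spots on all arrays and 156 among the kept probes. No spot was saturated. A probe was kept when it was well above background on at least 9 of the 12 arrays of at least 1 group, which left 44356 probes. Values were the log2 of the processed signal minus the median of each array over the kept probes, the centring that the study's methods describe. A log2 value of 0 is therefore the level of the median kept probe on that array. The array annotation listed all 60305 probes as unmapped, so that probes and genes are given by name, with no genome position.

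Probes were named through the reference gene table of assembly Sscrofa11.1 and the gene names in the array files. In all, 26792 probes received 1 of 12903 symbols: 6966 by their accession, 2242 by a gene number, 670 by another accession, 15619 by a gene name that the reference tables hold, and 1295 by the gene name of the array files only. The remaining 33513 probes had no symbol. At the gene level each symbol was represented by its kept probe with the highest mean signal over all arrays, which gave 11097 genes from 22927 kept probes with a symbol.

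Diet, line and their interaction were fitted to all 48 arrays in 1 model with limma 3.58.1 (lmFit, then eBayes with an intensity trend) in R 4.3.3, two-sided. The study used a two-way analysis of variance, and limma fits the same model with a moderated spread. A probe or gene was called differentially expressed (DEP for probes, DEG for genes) with the study's cut-offs, a raw p under 0.01, a fold change over 1.1 and a Benjamini-Hochberg adjusted p under 0.08. Simple effects of diet within each line came from the same model. The first 3 principal components were computed on all kept probes, and scores were compared by two-sided permutation tests with 100000 resamples.

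Gene lists were written before the data were examined and tested with camera (preset correlation between genes of 0.01) on the gene-level values, with Benjamini-Hochberg adjustment over 15 lists and a call at an adjusted p under 0.05. A list needed at least 5 tested genes. Of these lists, 12 hold markers of pathways or cell types, namely proteasome subunits, glycolysis and pyruvate, de novo lipogenesis, cholesterol synthesis, fatty acid oxidation, oxidative phosphorylation, mitotic cell cycle, extracellular matrix, macrophage, adipocyte, skeletal muscle and blood cell markers. The others hold protein catabolic and glucose genes that the study had picked from these samples together with perirenal ones, so that they are not independent evidence, and immune hub genes that it had picked from perirenal tissue of the same pigs. For the set tests and components, missing values took the mean of their group (33 values at the gene level).

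Genes are named in the text by a rule fixed before the data were examined: the 5 symbols with the largest log2 fold change in each direction among the genes called for diet, and likewise for line, that moved the same way in both strata, up to 5 called interaction genes, and 2 lists of genes that the study had followed (regulators it measured by qPCR, and genes its text discusses). The immune hub genes were summarised as a list. Some genes that meet the rule are counted but not reported here. Genes and pairs named in the closing observations beyond this rule were chosen after their values were seen.

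The files placed the 48 arrays on 6 slides of 8 arrays, scanned on 2 dates with 3 slides each. The 4 arrays with the same replicate number, 1 of each group, lay side by side on 1 slide, which gave 12 such sets. Slide, scan date and array position were tried as blocks. Other alternatives covered the scaling (75th percentile, quantile), the background correction (normexp with an offset of 50), the signal column, the authors' deposited table, the filter on dim probes, saturated probes, the methods' analysis of variance, the call threshold, array weights, the signal level as a covariate, the set test and the choice of probe. Array position as a block, leaving out spots with background outlier flags, and the deposited table fitted with the methods' analysis of variance were added after the data were seen.

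The fits were tested on simulated arrays with the means and spreads of the 44356 probes and independent noise, in which 200 probes per comparison were changed by 0.5 or 1 on the log2 scale. For diet, 88% of the changed probes were recovered with 16 false calls. For line, 83% were recovered with 11 false calls, and for the interaction 50% with 3 false calls. In simulated values of 11097 genes with independent noise and 1 of the 15 lists shifted, camera, fry and camera with an estimated correlation each called that list and 0 others. Since the simulated genes varied independently, the simulation does not show how often lists are called by chance where genes vary together.

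The precision of each value is limited by the number of arrays per group. On average 44930 ± 2120 probes per array (SD, n = 48) were well above background, from 37497 to 49373. The most similar pair of arrays had a correlation of 0.9912 across kept probes, so that no array was a copy of another.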

Results

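Transcript levels in SCAT were obtained from 48 arrays, with 12 pigs in each of the groups HF low RFI, HF high RFI, LF low RFI and LF high RFI. A mean of 75.3% ± 4.03 of the probes (SD, n = 12) were well above background in HF low RFI pigs, 73.1% ± 4.79 in HF high RFI pigs, 74.2% ± 2.52 in LF low RFI pigs and 75.4% ± 1.82 in LF high RFI pigs. The lowest array reached 62.18% and the highest 81.87%. The median background per array lay between 25 and 34 brightness units. The array median before centring was 8.44 ± 0.16 (log2, SD, n = 24) under the HF diet and 8.33 ± 0.19 under the LF diet, a difference of 0.11 (permutation test, two-sided, p = 0.0418) that the centring of each array removed from the values below.

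A principal component analysis was used to see whether diet was a main axis of variation between the arrays. The first component (PC1) held 15.5% of the variance and did not differ between diets. Its mean score was 4.96 ± 33.5 (SD, n = 24) under the HF diet and -4.96 ± 34.9 under the LF diet (permutation test, two-sided, p = 0.318, adjusted over 3 components p = 0.477). It did not differ between lines either (p = 0.374). Slides took up 69.3% of the variance of PC1 and scan dates 50.2%. The second component (PC2) held 8.78% of the variance and separated the diets, with a mean of 13.6 ± 17.7 under the HF diet and -13.6 ± 25.6 under the LF diet (p = 0.00011, adjusted p = 0.00033). Within the first scan date (24 arrays) the diets differed by 27.1 on PC2 (p = 0.00135), and within the second (24 arrays) by 27.2 (p = 0.0208). On PC1 the corresponding differences were 9.31 (p = 0.308) and 10.5 (p = 0.34). Leaving out the filter on dim probes moved the PC1 difference most, from 0.29 to 0.058 pooled SD, and none of the 5 alternatives brought it past the threshold.

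**Figure D1:**
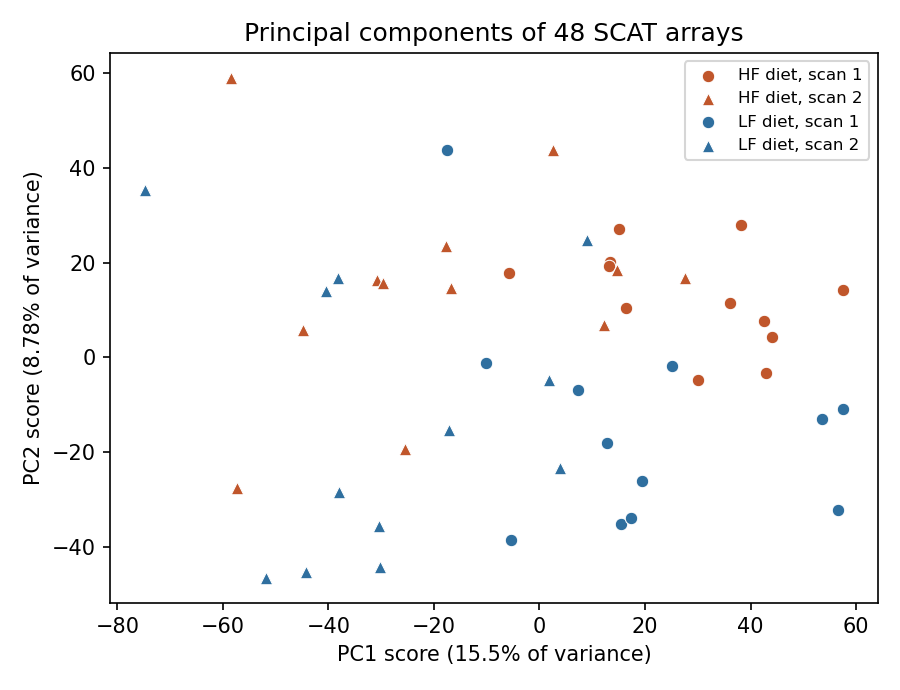
Scores of the 48 SCAT arrays on PC1 (15.5% of the variance) and PC2 (8.78%), in units of the component score. Each point is 1 array, coloured by diet, with circles for the first and triangles for the second scan date. Mean PC2 scores were 13.6 under the HF and -13.6 under the LF diet, with overlap between single arrays, and most arrays of the first scan date lie at higher PC1 scores than those of the second.

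The diet contrast addressed which transcripts responded to the replacement of starch by fat and fiber, irrespective of line. Of the 44356 probes tested, 5790 DEP (13.1%) were found, of which 2489 were over-expressed and 3301 under-expressed by the HF diet. The smallest adjusted p (limma, Benjamini-Hochberg) was 1.7e-06. The median size of the change among DEP was 0.27 on the log2 scale, 460 DEP changed by over 1.5-fold and 75 by over 2-fold, 15 of them upward and 60 downward. The direction was the same in both lines for 5786 of the 5790 DEP. With slide as a block, 6863 DEP were found, and with scan date as a block 6440. The HF diet was associated with 2407 DEP in the 24 arrays of the first scan date alone and with 1230 in the 24 arrays of the second, and 5786 and 5788 of the 5790 pooled DEP, which had been chosen on the same arrays, had the pooled direction there. The count moved most with limma's array weights, to 7836. The share of over-expressed DEP depended on the scaling: it was 43% with each array centred on its median, 50.5% after quantile normalization and 67.2% (3853 higher, 1884 lower) with each array scaled to its 75th percentile, while the median log2 fold change of all probes moved only from -0.02 to 0.02.

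**Figure D2:**
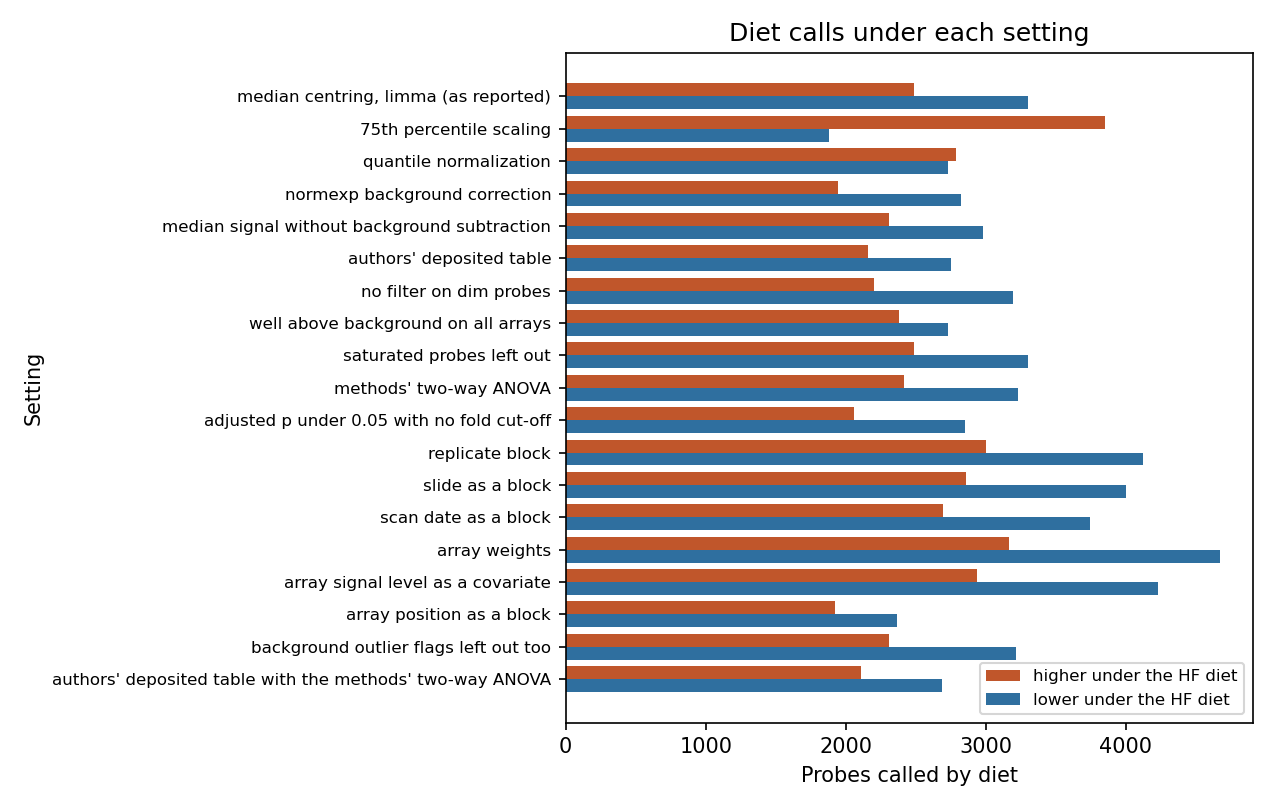
Number of DEP by diet (horizontal axis) under each setting (vertical axis), with bars for probes higher and lower under the HF diet. The total ranged from 4287 with array position as a block to 7836 with array weights, and only under 75th percentile scaling and quantile normalization did the higher probes outnumber the lower ones.

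At 1 probe per gene, 1401 of 11097 genes (12.6%) were DEG by diet, 365 up-regulated and 1036 down-regulated by the HF diet. With slide as a block there were 1636, and the count moved most with array weights, to 2052. The up-regulated share was 26.1% with median centring, 39.5% after quantile normalization and 52.1% (623 higher, 572 lower) with 75th percentile scaling. It also depends on which probes could be named. Of the 2489 over-expressed DEP 747 had a symbol, against 2130 of the 3301 under-expressed ones. Genes raised by the HF diet are thus under-represented in these counts relative to the probes. Among genes that moved the same way in both lines, the largest down-regulation was that of *SOX9* (probe O11452). Its log2 level was -2.49 ± 1.01 under the HF diet and -0.93 ± 0.72 under the LF diet (SD, n = 24 each), a log2 fold change of -1.56 (SE 0.25, limma adjusted p = 5.63e-05). It was followed by *CES1* (-1.36, SE 0.46, adjusted p = 0.047), *CES3* (-1.34, SE 0.46, adjusted p = 0.0479), *PTGDS* (-1.29, SE 0.20, adjusted p = 4.3e-05) and *HIST1H2AA* (-1.25, SE 0.34, adjusted p = 0.0118). The LF arrays above the HF mean numbered 22 of 24 for *SOX9*, *CES1* and *CES3*, 23 for *PTGDS* and 19 for *HIST1H2AA*. The probes for *CES1* and *CES3* are those of related genes with nearly equal changes, and the other kept probe of *CES3* changed by only 0.04, so that the assignment of this signal to *CES3* is uncertain. *CES1* and *CES3* were no longer called with the signal level as a covariate (-1.22 and -1.21) or with array position as a block (-1.37 and -1.35), and *CES3* also not with background outlier flags left out (-1.34). *HIST1H2AA* was well above background on 9 of the 12 arrays of HF high RFI pigs and on all arrays of the other groups. Among the largest up-regulations were those of *MLPH* (1.11, SE 0.20, adjusted p = 0.000318), *PPARA* (0.96, SE 0.22, adjusted p = 0.0034), *VWCE* (0.89, SE 0.17, adjusted p = 0.000639) and *CCL21* (0.88, SE 0.31, adjusted p = 0.0534). The HF arrays above the LF mean numbered 20 of 24 for *CCL21*, 23 for *MLPH* and 22 for *PPARA* and *VWCE*. *MLPH* was well above background on 11 of the 12 arrays of LF low RFI pigs. The other 2 kept probes of *PPARA* changed by -0.32 and 0.21, and with the mean of all its probes *PPARA* was no longer called (0.28). *CCL21* did not hold within the first scan date, where its log2 fold change was -0.17. It was also no longer called with array weights (0.64), with the signal level as a covariate (0.83) or with background outlier flags left out (0.11). Nor was *CCL21* called with the replicate number as a block (0.88). Within the second scan date all 10 genes with the largest changes by diet moved in the pooled direction, and within the first 9 did.

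The genes that the study had followed were examined singly. Of 33 such genes with a kept probe, 19 were called by diet, 2 up-regulated (*PPARA* and *PPP1R1A*) and 17 down-regulated, and 19 were also called when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same pigs. Among the 15 regulators that it measured by qPCR, 6 were called. *PPARD* fell by 0.60 on the log2 scale (SE 0.13, adjusted p = 0.00234), *MLXIPL* by 0.40 (SE 0.15, adjusted p = 0.0704), *USF1* by 0.22 (adjusted p = 0.0638) and *RXRA* by 0.21 (adjusted p = 0.00861), while *PPP1R1A* rose by 0.42 (SE 0.13, adjusted p = 0.033). *SREBF1* changed by -0.16 (SE 0.10, adjusted p = 0.308) and *PPARG* by -0.05 (SE 0.06, adjusted p = 0.607), neither beyond the spread between pigs. *SREBF1* was called with slide as a block and with the mean of all its probes (-0.19). The calls of *MLXIPL* and *USF1* depended on the setting, and so did that of *PDHA1* below. For *PPARA* the direction at this probe is opposite to the one that the study gave by qPCR in SCAT. Of the 18 genes from the text of the study, 13 were called, all of them down-regulated. *HK2* fell by 0.80 (SE 0.14, adjusted p = 0.000216), *ME1* by 0.71 (SE 0.19, adjusted p = 0.0126) and *LEP* by 0.67 (SE 0.16, adjusted p = 0.00508), which correspond to 1.74-, 1.63- and 1.59-fold lower levels. The LF arrays above the HF mean numbered 23, 22 and 24 of 24. *ACLY*, *CDKN1A*, *DLAT*, *PDK1*, *GSK3B*, *UGP2*, *PDHA1* and *ADIPOR2* were also down-regulated, with log2 fold changes from -0.56 to -0.20. Of these, *ACLY* and *DLAT* were not called with array position as a block (-0.48 and -0.33), nor *PDK1* with the mean of all its probes (-0.13). *GYS2* was not called at its brightest probe (-0.07, adjusted p = 0.575), although its other 3 probes fell by between 0.97 and 1.27. The 14 genes not called changed by 1.36-fold or less. All 18 called genes outside the 10 largest changes kept their direction within each scan date.

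Gene lists were compared between diets to address protein catabolism, glucose and lipid metabolism and immunity. Camera called 9 of 15 lists, where random splits of the arrays by diet gave a median of 5 called lists and at most 13. The study's protein catabolic genes (30 genes, median log2 fold change -0.18, adjusted p = 3.95e-10) and glucose genes (12 genes, median -0.30, adjusted p = 6.54e-09) were lower under the HF diet, as were proteasome subunits (41 genes, median -0.11, adjusted p = 7.95e-05), glycolysis and pyruvate (23 genes, median -0.20, adjusted p = 4.46e-05), de novo lipogenesis (22 genes, median -0.28, adjusted p = 0.000102), cholesterol synthesis (20 genes, median -0.14, adjusted p = 0.023) and oxidative phosphorylation (70 genes, median -0.13, adjusted p = 2.23e-05). Extracellular matrix genes (21 genes, median 0.17, adjusted p = 2.23e-05) and the study's immune hub genes (19 genes, median 0.08, adjusted p = 0.0128) were higher. The median of all genes was -0.04. All 22 de novo lipogenesis genes, all 23 glycolysis genes and 39 of 41 proteasome subunits were lower under the HF diet. The rotation test fry kept 5 of these calls (protein catabolic genes, glucose genes, proteasome subunits, glycolysis and pyruvate, de novo lipogenesis), and camera with a correlation estimated from the data kept 2, the study's protein catabolic and glucose genes (adjusted p = 0.0234 and 0.0223). The study had picked both of the latter partly from these samples, so that they are not independent evidence. Of the 41 proteasome subunits, 7 are also among the study's protein catabolic genes. Likewise 3 of the 23 glycolysis and pyruvate genes are among its glucose genes. None of the 19 immune hub genes was called singly, over all genes or adjusted over the list alone, and their log2 fold changes reached at most 0.23. Fatty acid oxidation, macrophage, adipocyte, mitotic cell cycle, skeletal muscle and blood cell markers were not called (adjusted p = 0.232, 0.17, 0.44, 0.0695, 0.17 and 0.232). For fatty acid oxidation the mean (0.0074) and camera pointed upward and the median (-0.0072) and fry downward. Adjusted over the list alone, the number of called genes equalled that over all genes in each of the 15 lists, for example 22 protein catabolic genes, 11 glucose genes and 11 proteasome subunits.

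**Figure D3:**
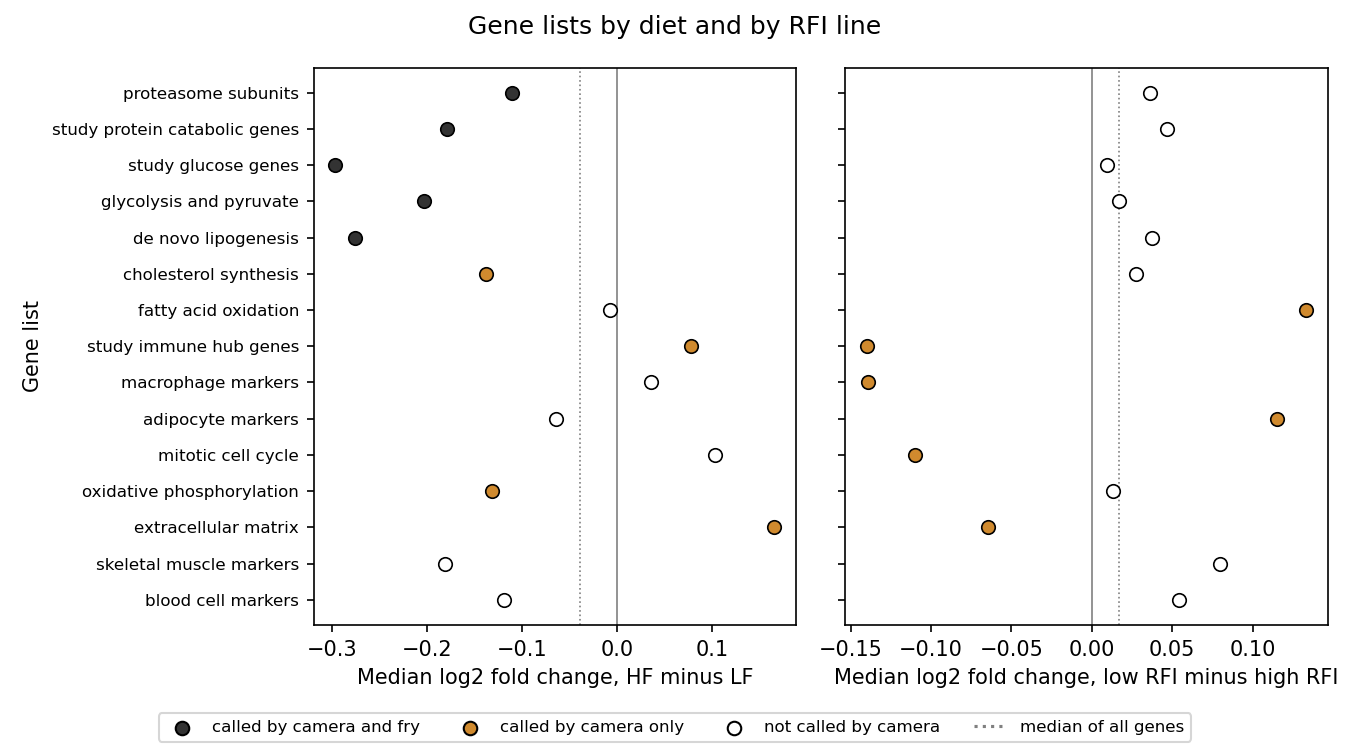
Median log2 fold change (horizontal axes) of the 15 gene lists (vertical axis), for HF minus LF on the left and low minus high RFI on the right. Filled dark points were called by camera and fry (5 lists for diet, 0 for line), orange points by camera only, open points were not called by camera, and the dotted line is the median of all genes.

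The line contrast addressed whether selection for feed efficiency altered SCAT transcripts irrespective of diet. It gave 606 DEP (1.37% of probes), 359 higher and 247 lower in low RFI pigs, with a smallest adjusted p of 0.000266. The median size of their change was 0.45 on the log2 scale, and 48 DEP changed by over 2-fold. The share of DEP higher in low RFI pigs depended on the scaling. It was 59.2% with median centring, 52.8% after quantile normalization and 51.2% with 75th percentile scaling. With slide as a block 957 DEP were found, and the count moved most with array weights, to 1820. In the 24 arrays of the first scan date alone 425 DEP were found, and in those of the second 1, while all 606 pooled DEP, which had been chosen on the same arrays, had the same direction within both dates. At the gene level 130 genes were called, 87 higher and 43 lower in low RFI pigs. Of the 102 probes called for both diet and line, 11 had the same sign in both contrasts.

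The highest increases in low RFI pigs were those of *UNC45B* (log2 fold change 1.61, SE 0.35, limma adjusted p = 0.0112), *PON1* (1.23, SE 0.20, adjusted p = 0.000606), *PON3* (1.18, SE 0.20, adjusted p = 0.000606), *NMB* (1.17, SE 0.26, adjusted p = 0.0148) and *TRAF6* (0.93, SE 0.20, adjusted p = 0.0106). *UNC45B* lay near the background, being well above it on 11 and 9 of 12 arrays of the low RFI groups under the HF and LF diets and on 6 and 5 of 12 arrays of the high RFI groups. Its size, and with it its rank, depended on the background treatment, since it was 0.52 with normexp and 0.69 with the median signal without background subtraction, although it was called in both. For *PON3* the levels were 7.73 ± 0.62 in low RFI and 6.55 ± 0.77 in high RFI pigs (SD, n = 24 each), and its 3 other probes rose by between 1.28 and 1.31. *PON1* is less certain, since its other kept probe fell by 1.27 and the mean of both probes gave -0.02. The low RFI arrays above the high RFI mean numbered 21 of 24 for *UNC45B* and *NMB*, 23 for *PON1* and *PON3* and 24 for *TRAF6*. The other probe of *TRAF6* rose by only 0.16. The lowest values relative to high RFI pigs were those of *OAZ3* (-1.31, SE 0.26, adjusted p = 0.00679), *ENPP6* (-1.01, SE 0.18, adjusted p = 0.00132), *NRSN1* (-0.99, SE 0.23, adjusted p = 0.0191), *WDHD1* (-0.95, SE 0.16, adjusted p = 0.000606) and *PGLYRP4* (-0.81, SE 0.19, adjusted p = 0.0197), with 21, 24, 21, 24 and 23 of 24 high RFI arrays above the low RFI mean. *PGLYRP4* was well above background on 11 of 12 arrays of HF low RFI pigs. *NRSN1* and *WDHD1* were not called in the authors' deposited table, where their log2 fold changes were -0.10 and -0.11. Both kept their call with the median signal without background subtraction. For a given probe, that signal differs from the deposited value only by a constant for each array. This argues against the same probes standing for these genes in that table, although the probes were not compared. The other kept probe of *NRSN1* changed by -0.33 and those of *WDHD1* by between -0.77 and -0.13, so that both changes depend on the probe. *NRSN1* was also not called with the mean of both its probes (-0.66), nor *OAZ3* with background outlier flags left out (-1.91). Within each scan date all 10 genes moved in the pooled direction.

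**Figure D4:**
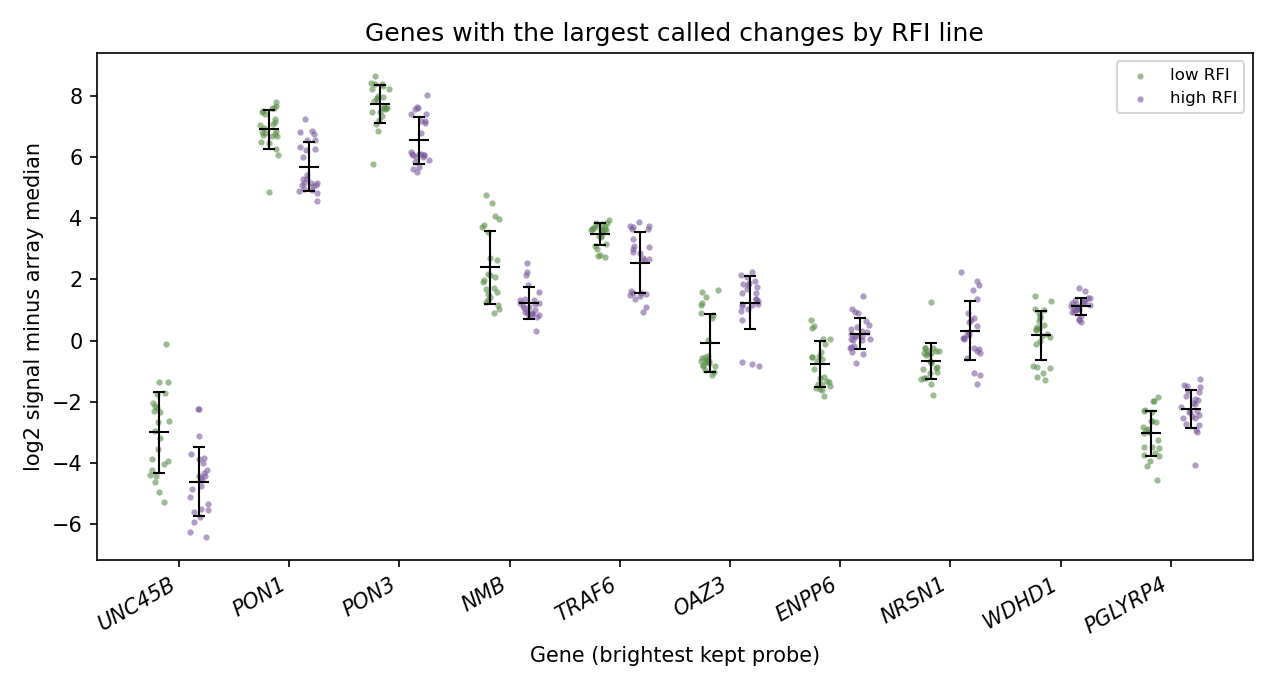
Log2 signal minus the array median (vertical axis) of the 10 genes with the largest called changes by line, at the brightest kept probe of each. Points are single arrays (24 per line), bars the mean ± SD; the differences run from 1.61 (*UNC45B*) to -1.31 (*OAZ3*), and within the lines the points of *OAZ3* and *TRAF6* lie in clumps.

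Camera called 6 of 15 lists by line, and random splits of the arrays by line also gave a median of 6 called lists. Fatty acid oxidation (median log2 fold change 0.13, adjusted p = 3.84e-05) and adipocyte markers (0.12, adjusted p = 0.011) were higher in low RFI pigs, and the study's immune hub genes (-0.14, adjusted p = 1.21e-05), macrophage markers (-0.14, adjusted p = 0.011), mitotic cell cycle (-0.11, adjusted p = 0.0067) and extracellular matrix (-0.06, adjusted p = 0.00162) were lower. No list was called by fry, where the smallest adjusted p was 0.19, or by camera with an estimated correlation (smallest adjusted p = 0.548), so that no difference between lines in these lists held up against the correlation between genes. The other 9 lists were not called. For cholesterol synthesis, oxidative phosphorylation and blood cell markers camera pointed downward while the median (0.03, 0.01 and 0.05), the mean and fry pointed upward. Adjusted over the list alone, 3 fatty acid oxidation genes, 2 adipocyte markers, 2 glucose genes, 1 glycolysis gene and 1 extracellular matrix gene were called, against 1, 0, 1, 0 and 0 over all genes, and the other 10 lists had the same count both ways.

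The interaction contrast addressed whether the lines responded differently to diet. No probe was called by limma (smallest adjusted p = 1), and the same count of 0 was found with the methods' analysis of variance. At an unadjusted p under 0.05 there were 462 probes (1.04%) by limma and 459 by the analysis of variance, where 2218 are expected by chance. Within low RFI pigs 1349 DEP by diet were found, 646 higher and 703 lower under the HF diet, and within high RFI pigs 737, of which 295 were higher and 442 lower. This balance depended on the scaling. With 75th percentile scaling 1091 were higher and 369 lower in low RFI pigs, and 503 and 292 in high RFI pigs. With slide as a block the counts of DEP in low and high RFI pigs were 2373 and 1662. With array position as a block they were 15 and 230, and with array weights 4174 and 2328. Of the DEP, 364 were common to both lines. Among those of low RFI pigs 1339 of 1349 had the same direction in high RFI pigs, and among those of high RFI pigs 727 of 737 had it in low RFI pigs. Since no interaction was called, the counts do not show that the lines differed in their response. Among the 33 genes followed by the study the smallest interaction p was 0.118 (adjusted over the list alone p = 0.989).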

Values the study reported

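The study found 38,987 spots with a signal above background in SCAT after normalization. It reported no significant interaction between diet and line. By its cut-offs, 2,107 DEP in SCAT were over-expressed by the HF diet, standing for 825 unique genes, and 2,689 DEP were under-expressed, standing for 1,279 unique genes.
By qPCR in SCAT, it gave lower levels under the HF diet for *PPARA*, *PPARD*, *RXRA*, *MLXIPL* and *SREBF1*, and higher levels for *PPARG*, *OGT* and *PPP1R1A*.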

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

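Array position as a block, background outlier flags left out and the deposited table fitted with the methods' analysis of variance were chosen after the data were seen. The diet effect stayed within 1.5 times the reported count under all 18 alternatives, from 4287 to 7836 DEP with at least 4005 shared, and so did the unique genes changed by diet under 19, from 995 to 2052 with at least 931 shared. The interaction count was 0 under all 18. PC1 by diet stayed short of the threshold under all 5, from 0.058 to 0.435 pooled SD. Leaving out saturated probes removed nothing, because no spot was saturated, so it says nothing about stability.

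Without the filter on dim probes, 399 DEP were found by line and 378 by diet in high RFI pigs. With an adjusted p under 0.05 and no fold cut-off there were 402 by line, 752 by diet in low RFI and 422 in high RFI pigs. With slide as a block these counts were 957, 2373 and 1662, and with scan date as a block 1231 in high RFI pigs. Array weights gave 1820, 4174 and 2328. The signal level as a covariate gave 2948 and 1861 in low and high RFI pigs. The cause was not tested.

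With array position as a block 262 DEP were found by line, 15 by diet in low RFI and 230 in high RFI pigs. All called probes kept their direction, with a median ratio of log2 fold change to that without position of 0.958, 1.03 and 0.99, while the standard errors were 1.04, 1.29 and 1.15 times as large. In low and high RFI pigs the standard errors thus moved more than the changes, and for line both moved by about as much. The cause of the lower count by line was not tested.

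With the replicate number as a block, 7124 DEP were found by diet, 1140 by line, 2853 by diet in low RFI and 1907 in high RFI pigs. Among the named genes CCL21 and MLXIPL were not called there and SREBF1 was. The numbers were not taken to pair the animals, because arrays of the same number were not all alike. Deviations from the group means had a median correlation of 0.159 between arrays of the same number, and 48 of 72 such pairs exceeded 0.1, with a lowest value of -0.193. Each number marks a set of 4 arrays on 1 slide, and arrays of the same slide with another number had a median of 0.0849. With this lower median, a pairing of the animals by number is not excluded.

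Of the 15 lists by diet, fry called 5 and camera with estimated correlation 2; by line, fry called 0 and the estimated correlation 0. Both tests allow for more correlation between genes than the preset value. The scaling, signal, filter and block alternatives gave 9 lists by diet and 6 or 7 by line, and the mean of all kept probes of a symbol 10 and 8. Reversed directions concerned lists that were not called: fatty acid oxidation by diet with fry (adjusted p = 0.963), and by line cholesterol synthesis, oxidative phosphorylation and blood cell markers with fry (0.907 each), cholesterol synthesis with 75th percentile scaling (0.959), quantile normalization (0.984) and no filter on dim probes (0.899), and glycolysis and pyruvate with quantile normalization (0.984). The cause was not tested.

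Of 178 alternative values for the genes with the largest changes by diet, 167 kept their direction and call and 11 lost the call. By line, 169 of 176 kept both, 6 lost the call and 1 reversed: PON1 with the mean of its kept probes (-0.01708), because its other probe has the opposite direction. Of 576 values for the genes followed by the study, 528 kept both, 29 lost and 11 gained a call and 8 reversed, all of uncalled genes. These were RARA with 75th percentile scaling (0.008574), the signal level as a covariate (0.04082) and array position as a block (0.01432), IGF1R with 75th percentile scaling (0.004348), array weights (0.04541), the signal level as a covariate (0.005267) and background outlier flags left out (0.1339), and GYS2 with the signal level as a covariate (0.01907). The cause was not tested. For UNC45B, whose probe lies near the background, the log2 fold change by line ranged from 0.5187 to 1.607. It kept its direction and call in the 15 alternatives that tested it.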

Other observations

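The tests of regrouped arrays for the 8 reported results, of array position for the scaling, of other probes for all line genes, of muscle fibres and of regroupings within slides and within sets of 4 arrays were written before their values were seen, and all other tests of this part after. The low number of interaction probes had itself been seen before any test of it. The rules for deciding the tests of neighbouring line genes, muscle fibres and the share of fat cells were amended after their values had been seen, each towards leaving the explanation open. The test of separate clusters was narrowed to genes outside the plot, and the blocked tests of cell markers were added, after the first values had been seen.

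Among 100 splits of the arrays drawn at random, the real one included, 2 gave as many DEP by diet and 2 as many unique genes by diet. For DEP by line, by diet in low RFI and by diet in high RFI pigs, 1 each gave as many. These values argue against chance for these counts without excluding it. One other split gave 6238 DEP by diet. All 100 splits gave at least the 0 calls of the interaction. For the number of lists called by camera, 21 of 100 splits gave as many as diet and 53 of 100 as many as line, so that chance cannot be excluded for these counts. In the other splits camera called a median of 5 lists for diet and 6 for line. Its p-values with the preset correlation are thus too small to be read alone. With fry, 2 of 100 splits gave as many lists as diet. A split by scan date gave 14905 DEP, more than diet, and with scan date as a block 6440 DEP by diet were found.

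The number of unique genes up-regulated by the HF diet was 365 here. That is lower than the value quoted from the study above. The deposited table fitted with the methods' analysis of variance gave 2107 DEP higher and 2689 lower under the HF diet, which are the DEP counts quoted above, but 318 unique genes higher and 907 lower when 1 probe per symbol was tested. Counted instead as the symbols of these DEP, unique genes were 460 higher and 1110 lower, and with the values and fit of the report 525 and 1320. The count of 460 is still lower than the quoted one, which argues against the test of 1 probe per symbol as the whole cause, while it accounts for part of the gap. The assignment of probes to genes was made anew here and gave a symbol to 660 of the 2107 higher DEP, against 1778 of the 2689 lower ones. The 660 are fewer than the quoted unique genes, so that no way of counting them can reach the quoted number under this assignment. How much of the gap the assignment accounts for was not tested.

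Slides took up 69.3% of the variance of PC1, where random regroupings took up a median of 9.5% (permutation test, p = 1e-05, the smallest that the resamples can give). Hybridization or scanning of the slides may account for this axis. The animals on each slide were not compared for other differences, so a biological difference between them stays open.

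The interaction had 462 probes at an unadjusted p under 0.05, fewer than the 2218 expected. A total of 4 explanations were tried in turn. Of 100 splits of line within diet 1, the real one, gave as few, with a median of 1456 for the others, which argues against chance. With slide as a block the number rose only to 716. It was 823 with the replicate number as a block and 1003 with array weights, still below the 2218 expected. Of 100 splits within diet and slide 1 gave as few, which argues against slides that hold every group alike. The last test was added after these had not accounted for the deficit: of 100 splits within diet and the sets of 4 arrays of a slide that hold every group once, 5 gave as few, with a median of 1306 for the others. This count of 5 lies exactly at the threshold, and 4 tests were made, so the balance of groups within these sets is at most a possible explanation and the deficit remains unexplained.

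The share of higher and lower calls by diet changed with the scaling, since the gap between an array's 75th percentile and median was 2.33 ± 0.04 (log2, SD, n = 24) under the HF diet and 2.37 ± 0.04 under the LF diet (permutation test, p = 0.00249), and 21 of 24 HF arrays lay below the LF mean. With the signal level in the model the difference was -0.0541 (p = 1e-05, the smallest possible), and with array position -0.0393 (p = 0.00726), which argues against overall brightness and uneven placing as the whole cause. A difference in the make-up of the RNA and an effect of diet stay open, and which scaling is right was not tested. Over all sets of 4 arrays with the same replicate number, the first and second places held 16 HF and 8 LF arrays. With array position as a block the log2 fold changes of the diet DEP kept a median ratio of 1.02, which argues against placing as the cause of the diet effect.

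Sequence variants that differ between the lines could change the signal of a single probe. Over 83 genes called by line with other kept probes, these showed a median of 0.934 of the change of the brightest probe (95% interval 0.718 to 1.01), and 71 had the same direction, which argues against variants under single probes as the cause of the line effect as a whole. In 20 of the 83 genes (24.1%) the other probes showed under 0.25 of the change, against 11% of 791 genes called by diet (Fisher's exact test, p = 0.00134), so that for this part such variants are a candidate explanation, *PON1* and *TRAF6* among them. Probes of another transcript or of a related gene stay open.

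Values of some line genes in the plot fell into separate clusters, and other genes called by line over 1.5-fold were then tested on the same arrays. The values were divided into 2 clusters within each line, or within each diet for genes called by diet. The larger share of variance taken up by the best division in either line or diet was used. Without the 10 named genes of largest change by each effect, its median was 76.2% for 19 genes called by line. It was 70% for 68 genes called by diet (permutation test, p = 5e-04), and 71% within lines for 1000 uncalled genes. The share exceeded the 95th percentile of the uncalled genes for 2 of the 19, *KHDRBS3* and *HLA-B*, and among the plotted genes for *OAZ3*, *PON3*, *PON1*, *TRAF6* and *NMB*. Since lines and diets are unlike groupings, the comparison with genes called by diet is approximate. Alleles that differ in frequency between the lines are a possible explanation, either through expression or through the binding of a probe. Genotypes were not analysed here.

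Genes called by line that are next to each other among the tested genes of assembly Sscrofa11.1 made 3 pairs (*NHEJ1* and *SLC23A3*, *OAZ3* and *MRPL9*, *PON1* and *PON3*), against a mean of 1.33 in 10000 draws (p = 0.149). The pairs are too few to decide whether linked genes of the selected lines may be involved. Genes called by diet made 185 such pairs against a mean of 161 (p = 0.0184), so that neighbouring genes that change together are a possible source of some calls. Related genes in a row whose probes share signal were not separated from this.

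Of the 102 probes called for both diet and line, 11 had the same direction and the others opposite ones. Of 100 splits of line within diet, 17 gave as strong a correlation between the diet and line log2 fold changes across all probes (0.198 in size), where probes are not independent replicates. Lines that differ by chance along an axis of genes that vary together may thus account for that correlation. The test cannot decide on the 102 probes themselves, because the other splits had a median of 0 probes called by line. For these probes the explanation stays open.

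Muscle fibres in the sample were tested as a source of the *UNC45B* signal. With the mean of the other muscle markers in the model its log2 fold change by line was 1.54 (SE 0.36). It had a correlation of r = 0.208 (permutation test, p = 0.195) and rho = 0.173 (p = 0.253) with these markers within groups, r = 0.182 without the 2 arrays farthest from the median, and 0.42 and 0.173 within the scan dates. The markers differed by 0.15 between lines (p = 0.363), and 15 of the 20 were higher in low RFI pigs. *ACTA1* differed by -0.02 and *CKM* by 0.06, while *MYL1*, *NEB* and *MYH2* were higher by 0.72, 0.57 and 0.53 (limma, unadjusted p = 0.125, 0.0163 and 0.11). *UNC45B* and most of the markers lie near the background, which keeps muscle fibres open as a possible source.

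A different share of fat cells could shift the gene lists. It would move the markers of all other cell types alike. Under the HF diet extracellular matrix minus blood cell markers differed by 0.33 (permutation test, p = 0.00672, adjusted over 10 comparisons p = 0.0672; permuted within slides p = 0.00406, adjusted 0.0406; within the sets of 4 arrays p = 0.00632, adjusted 0.0632), and between low and high RFI pigs by -0.109 (p = 0.36, adjusted p = 0.484; within slides p = 0.342, adjusted 0.473). By diet the difference passed the correction only when permuted within slides, so a lower share under the HF diet is not excluded by these markers, and by line none of the comparisons passed, so a higher share in low RFI pigs stays open as well. For de novo lipogenesis a lower share should lower fat cell markers by as much. The mean of the lipogenesis genes fell by 0.29 under the HF diet and that of the adipocyte markers by 0.06, a difference of -0.233 (permutation test, p = 0.00161, within slides p = 0.00102), with 21 of 24 HF arrays below the LF mean. Within the first scan date the difference was -0.353 (p = 0.00019) and within the second -0.113 (p = 0.305). Over all arrays this argues against a lower share of fat cells as the whole cause for the lipogenesis genes, while a change of expression within cells was not tested.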
